# SIN3A Regulates Porcine Early Embryonic Development by Modulating *CCNB1* Expression

**DOI:** 10.3389/fcell.2021.604232

**Published:** 2021-02-22

**Authors:** Lei Luo, Yanna Dang, Yan Shi, Panpan Zhao, Yunhai Zhang, Kun Zhang

**Keywords:** pig, cattle, embryo, preimplantation, SIN3A, CCNB1

## Abstract

SIN3A is the central scaffold protein of the SIN3/histone deacetylase (HDAC) transcriptional repressor complex. SIN3A participates in the mouse preimplantation development by fine-tuning *HDAC1* expression. However, it remains unresolved if this functional significance of SIN3A was conserved in other mammals. Herein, RNA-seq results show a large amount of *SIN3A* mRNA is present in oocytes and early embryos prior to embryonic genome activation and a low amount thereafter, suggesting a maternal origin of SIN3A in pigs, cattle, mice, and humans. Interestingly, immunofluorescence data show that SIN3A protein level peaks at four-cell stage in pigs compared with morula stage in cattle. SIN3A depletion in early embryos causes a developmental arrest at two-cell stage in pigs but does not affect bovine early embryonic development. In contrast with mouse data, SIN3A depletion results in only a slight decrease and even no difference in HDAC1 expression in porcine and bovine early embryos, respectively. In addition, HDAC1 knockdown does not cause two-cell block but leads to a reduced blastocyst rate. By using unbiased RNA-seq approach, we found that *Cyclin B1* (*CCNB1*) transcript level is dramatically reduced. Moreover, CCNB1 knockdown results in a similar phenotype as SIN3A depletion. Injection of exogenous *CCNB1* mRNA into SIN3A-depleted embryos could partly rescue embryonic development to pass two-cell stage. In conclusion, our results indicate SIN3A plays an essential role in porcine early embryonic development, which probably involves the regulation of *CCNB1* expression.

## Introduction

Life is initiated with the fusion of sperm and oocyte. Immediately following fertilization, early embryos undergo substantial epigenetic reprogramming to ensure the conversion of cell potency from extreme differentiation to totipotent status. During this process, the transcriptional apparatus is generally inactive until embryonic genome activation (EGA) takes place (mouse: two-cell; pig, and human: four to eight cells; cattle: 8–16 cells) (Schultz et al., 2018; Schulz and Harrison, 2019). Meanwhile, the control of early embryonic development is gradually switched from the oocyte to the embryo itself, whose transition is also termed maternal-embryonic transition (MET). A unique characteristic of early embryonic development is its reliance on maternal-stored factors, especially prior to EGA (Eckersley-Maslin et al., 2018). Maternal factors, including mRNAs and proteins, are critical to key biological events occurring in preimplantation development, including chromatin reprogramming (Inoue et al., 2017; Kannampuzha-Francis et al., 2017), EGA (De Iaco et al., 2017; Hendrickson et al., 2017), and maintenance of genome stability (Xu et al., 2017). However, the mechanisms underlying these regulations remain poorly understood, especially in domestic animals.

SIN3/histone deacetylase (HDAC) chromatin complex has long been recognized as a transcriptional repressor. As the master scaffold protein of the complex, SIN3A does not possess DNA binding ability by itself, however, could regulate chromatin structure and affect gene expression by recruiting other epigenetic components, including HDAC1, HDAC2, and Ten–eleven translocation 1 (Tet1) (Tiana et al., 2018; Gambi et al., 2019; Monteleone and Poli, 2019). Moreover, growing evidence indicates SIN3/HDAC complex is not only involved in transcriptional repression but activation of gene expression (Icardi et al., 2012; Laugesen and Helin, 2014). HDAC1 and HDAC2 are two highly homologous lysine deacetylases, which exist together in multiple other chromatin complexes, namely nucleosome remodeling and deacetylase (NuRD) (Xue et al., 1998) and corepressor for the REST/NRSF transcription factor (CoREST) (You et al., 2001). These complexes are conserved from yeast to human (Sheikh and Akhtar, 2019).

SIN3A is expressed abundantly in mouse oocytes and early embryos (Jimenez et al., 2015; Zhao et al., 2019). Single-cell RNA-seq analyses further revealed that it is a hub gene of the transcriptome networks in both mouse and human preimplantation embryos, suggesting a key functional role (Xue et al., 2013). Indeed, none of *mSin3a^–/–^* blastocyst is obtained at approximately embryonic day 6.5 from *mSin3a*^±^ mouse intercrosses (McDonel et al., 2012). Inhibition of *Sin3a* expression *via* RNAi during oocyte maturation leads to developmental arrest at the two-cell stage and global gene expression profile is disturbed (Jimenez et al., 2015). We also found *Sin3a* deficiency in mouse early embryos causes embryonic block at morula stage, which is mediated through regulation of *Hdac1* (Zhao et al., 2019). Nonetheless, the functional requirement for SIN3A has been primarily conducted in murine model and has not been addressed in other species, including domestic animals.

Herein, we compared the expression pattern of SIN3A in four representative species. Results show that SIN3A transcript level is dynamic and exhibits a pattern of maternal-effect gene during preimplantation development in pigs, cattle, mice, and humans, whereas SIN3A protein displays a stage-specific and species-specific pattern. Knocking down SIN3A causes embryonic arrest at two-cell stage, resulting in a slight decrease in HDAC1 level and an increase in H3K5ac level in porcine early embryos. However, SIN3A depletion does not affect HDAC1 expression and developmental competence of bovine early embryos, indicating species-specific role of SIN3A during early embryonic development. We further found that the phenotype of porcine SIN3A-depleted embryos cannot be attributed to the reduced HDAC1 since HDAC1 knockdown (KD) embryos could pass through the two-cell stage. Moreover, RNA-seq results indicate a significant reduction in *Cyclin B1* (*CCNB1*) mRNA level. Functional evidence proves that the phenotype of CCNB1 KD embryo mimics the one of SIN3A-depleted embryos and the exogenous *CCNB1* mRNA could partly rescue the SIN3A-deficient embryos to pass through the two-cell stage. In sum, we propose that SIN3A is required for porcine early embryonic development, likely through the regulation of *CCNB1* expression.

## Materials and Methods

All chemical reagents were purchased from Sigma-Aldrich (St. Louis, MO, United States) unless stated elsewhere.

### *In vitro* Maturation of Porcine Oocyte

Porcine *in vitro* maturation (IVM) was performed based on procedures as described previously (Ding et al., 2017; Cao et al., 2019, 2020). Peripuberty porcine ovaries of crossbreeds (Landrace × Yorkshire × Duroc) were collected from a local slaughterhouse and transported to the laboratory at 28–35°C in physiological saline solution. Ovaries were quickly washed in saline, and the follicles with 3 to 6 mm in diameter were aspirated using a sterile 10-ml syringe. Cumulus-oocyte complexes (COCs) within the follicular fluid were settled down at 38.5°C for 15 min. COCs with more than three layers of cumulus cells and homogeneous ooplasm were selected for subsequent experiments using a stereomicroscope. After washing three times in IVM medium, appropriately 50 COCs were transferred to 400 μl IVM medium (TCM-199 supplemented with 5% FBS, 10% porcine follicular fluid, 10 IU/ml eCG, 5 IU/ml hCG, 100 ng/ml L-cysteine, 10 ng/ml EGF, 0.23 ng/ml melatonin, 2.03 × 10^–5^ ng/ml LIF, 2 × 10^–5^ ng/ml IGF, 1.4 × 10^–5^ ng/ml FGF2, 100 U/ml penicillin, and 100 mg/ml streptomycin) covered with mineral oil in four-well plates and cultured for 42–44 h at 38.5°C, 5% CO_2_ in air with saturated humidity. After maturation, cumulus cells surrounding oocytes were removed by gentle pipetting in 1 mg/ml hyaluronidase in DPBS without Ca^2+^ and Mg^2+^. Only the matured oocytes that possess an extruded first polar body and uniform ooplasm were selected for subsequent experiments.

### Parthenogenetic Activation of Porcine Oocytes

As described previously (Ding et al., 2017), oocytes were washed with activation medium containing 280 mM mannitol, 0.1 mM CaCl_2_, 0.1 mM MgCl_2_, and 0.01% polyvinyl alcohol. Then oocytes were treated with two pulses of direct current (1.56 kV/cm for 80 μs) by using cell fusion instrument (CF-150B, BLS, Hungary) in a chamber covered with activation medium. Subsequently, embryos were washed three times in porcine zygote medium (PZM-3), followed by 4 h of incubation in the chemically assisted activation medium (PZM-3 supplemented with 10 μg/ml cycloheximide and 10 μg/ml cytochalasin B). Embryos were then washed three times with PZM-3 medium and cultured in fresh PZM-3 medium at 38.5°C, 5% CO_2_ in air with saturated humidity.

### Bovine *in vitro* Embryo Production

Bovine IVM, IVF, and IVC were conducted based on protocols published previously (Zhang et al., 2016, 2018; Wang et al., 2020). In brief, COCs with more than three layers of cumulus cells were collected from abattoir-origin ovaries. The maturation medium consists of Medium-199 (Sigma-Aldrich, M4530) supplemented with 10% FBS (Gibco-BRL, Grand Island, NE, United States), 1 IU/ml FSH (Sansheng Biological Technology, Ningbo, China), 1 mM Na Pyruvate (Thermo Fisher Scientific, Waltham, MA, United States), 2.5 mM GlutaMAX (Thermo Fisher Scientific, Waltham, MA, United States), and 10 μg/ml gentamicin. COCs were cultured at 38.5°C and 5% CO_2_ in humidified air for 22–24 h. Upon maturation, COCs were cocultured with spermatozoa purified from frozen-thawed semen by 90% Percoll gradient with 100 COCs placed per well using four-well plates. IVF condition was 38.5°C and 5% CO_2_ for 9–12 h. Then, enclosing cumulus cells were removed from putative zygotes by pipetting up and down with 1 mg/ml hyaluronidase. Embryos were incubated with BO-IVC medium (IVF Bioscience, Falmouth, United Kingdom) at 38.5°C and 5% CO_2_ in humidified air.

### Real-Time Quantitative Polymerase Chain Reaction

Total RNA was extracted from 20 oocytes or 15 embryos using the RNeasy Mini Kit (Qiagen, Hilden, Germany) and reverse transcribed using QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). Quantitative polymerase chain reaction (qPCR) was conducted using FastStart SYBR Green Master mix (Roche, Rotkreuz, Switzerland) according to manufacturer’s protocol and was run on a StepOne Plus Real-Time PCR System (Applied Biosystems, Foster City, CA, United States). Gene expression was analyzed by employing relative quantification and 2^–Δ^ ^Δ^ ^*CT*^ method, and quantification was normalized to *H2AFZ* (Ding et al., 2017). Primers used in the present study are listed in Table 1.

**TABLE 1:** PCR primers used in the current study.

Name	Sequences (5′–3′)
*H2AFZ*	FP: CCAAGACAAAGGCGGTTTCC RP: TGGCTGGTCGTCCTAGATTTC
*HDAC1*	FP: TGCTAAAGTATCACCAGAGGGT RP: AGCCCCAATATCCCGTAGGT
*HDAC2*	FP: AGCTTTCAACTGGTGGCTCA RP: ACTCAAGGATGGCAAGCACA
*CCNB1*	FP: AGCTAGTGGTGGCTTCAAGG RP: GCGCCATGACTTCCTCTGTA

### Microinjection

Microinjection of small interfering RNA (siRNA)/mRNA into porcine or bovine oocytes/embryos were performed as published previously (Zhang et al., 2016, 2018; Ding et al., 2017; Wang et al., 2020). To deplete endogenous *SIN3A* mRNA, siRNAs of *SIN3A* were microinjected into the cytoplasm of MII stage oocytes in pigs prior to parthenogenetic activation or to putative zygotes in cattle. 

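The targets of the 3 porcine SIN3A siRNAs in Table 2 were located by matching the 19 bases of each sense strand, written as DNA, to the RefSeq transcripts and genome of Sscrofa11.1. SIN3A lies on chromosome 7 from 58171821 to 58246126 on the plus strand, and RefSeq lists 11 SIN3A mRNAs there. The sequence CCAAGTGAAGCTACAGTTT of siRNA 1 lies from 58206532 to 58206550 in exon 5 of the longest mRNA, which has 22 exons. The sequence GGATTCTTCTATGGCAGAT of siRNA 2 lies from 58212661 to 58212679 in exon 10. The sequence CCAAGGTCCTGAGATCTAA of siRNA 3 lies from 58221254 to 58221272 in exon 15. All 3 sites are in the coding sequence and are present in all 11 SIN3A mRNAs. In the genome strand of the gene, siRNA 3's site is preceded by CAACTTTAAACAAAATGACA and followed by GAGCTTACTCAATGAGATTG. SIN3A was the only gene in RefSeq with a perfect match to any of the 3 sequences. Partial matches were more frequent: of 9766 other tested genes, 534 had a stretch with at most 5 mismatches to the 19 bases of siRNA 3 in their longest mRNA.

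**Figure D1:**
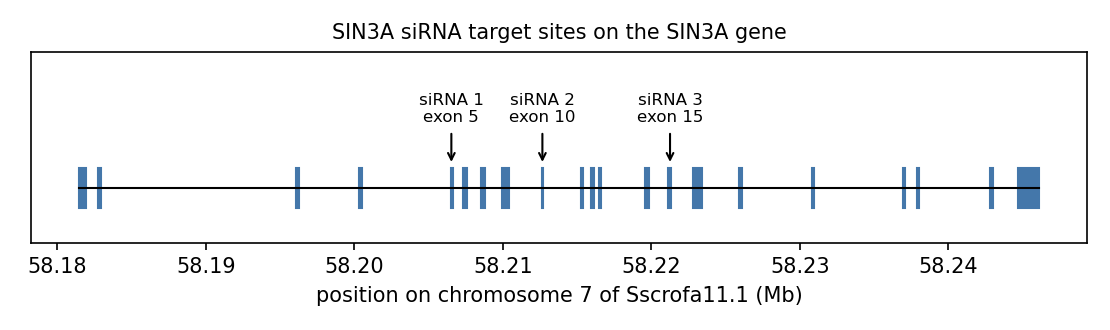
Map of the longest SIN3A mRNA on chromosome 7 of Sscrofa11.1, with position in Mb on the horizontal axis, exons as boxes and introns as the line between them. The arrows mark the target sites of the 3 siRNAs in exons 5, 10 and 15.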

Three siRNAs were purchased to target different sites of porcine or bovine *SIN3A*, and non-specific siRNA was used as a negative control (GenePharma, Shanghai, China; Table 2). For porcine oocytes, microinjection was performed in oocyte manipulation medium (TCM199 with 2% FBS and 7.5 μg/ml cytochalasin B) on the heated stage of an inverted microscope (Olympus, Japan). For bovine zygotes, microinjection was performed in manipulation of medium under room temperature (RT). Approximately 10 pl siRNA solution was microinjected into the cytoplasm of oocytes or zygotes. The manipulated porcine oocytes were parthenogenetically activated after recovering for 30 min in PZM-3 and then cultured *in vitro*.

**TABLE 2:** siRNA information.

Name	Sequences (5′–3′)
Pig SIN3A siRNA 1	Sense: CCAAGUGAAGCUACAGUUUTTAntisense: AAACUGUAGCUUCACUUGGTT
Pig SIN3A siRNA 2	Sense: GGAUUCUUCUAUGGCAGAUTTAntisense: AUCUGCCAUAGAAGAAUCCTT
Pig SIN3A siRNA 3	Sense: CCAAGGUCCUGAGAUCUAATTAntisense: UUAGAUCUCAGGACCUUGGTT
Pig HDAC1 siRNA 1	Sense: GCUCCAUCCGCCCAGAUAATTAntisense: UUAUCUGGGCGGAUGGAGCTT
Pig HDAC1 siRNA 2	Sense: GGAGAGUACUUCCCAGGAATTAntisense: UUCCUGGGAAGUACUCUCCTT
Pig HDAC1 siRNA 3	Sense: GGAGAUCCCUAAUGAGCUUTTAntisense: AAGCUCAUUAGGGAUCUCCTT
Pig HDAC2 siRNA 1	Sense: GCAUAACUUGCUGCUAAAUTTAntisense: AUUUAGCAGCAAGUUAUGCTT
Pig HDAC2 siRNA 2	Sense: GCAAAUACUAUGCUGUCAATTAntisense: UUGACAGCAUAGUAUUUGCTT
Pig HDAC2 siRNA 3	Sense: GGAGCAAAGAAAGCUAGAATTAntisense: UUCUAGCUUUCUUUGCUCCTT
Cattle SIN3A siRNA 1	Sense: GCAGAGCUCUAGCAGUCAUTTAntisense: AUGACUGCUAGAGCUCUGCTT
Cattle SIN3A siRNA 2	Sense: CCACCUUUGUUAGUUCCAATTAntisense: UUGGAACUAACAAAGGUGGTT
Cattle SIN3A siRNA 3	Sense: CCCAUGAGCGUGUAAGCAATTAntisense: UUGCUUACACGCUCAUGGGTT

### Immunofluorescence Staining

Oocytes or embryos were washed in DPBS, fixed in 4% paraformaldehyde (PFA) solution for 15 min, permeabilized with 1% Triton X-100 in DPBS for 30 min at RT, and blocked with 2% BSA in DPBS at RT for 1 h. The samples were incubated in the blocking solution containing primary antibodies overnight at 4°C. Following four washes, the samples were incubated for 1 h in the blocking solution containing secondary antibodies in the dark at 37°C. Antibodies used in the current study were mouse anti-SIN3A (1:200, Santa Cruz, sc-5299), mouse anti-HDAC1 (1:200, Cell Signaling Technology, 5356), rabbit anti-HDAC2 (1:200, Abcam, ab32117), and H4K5ac (1:200, Millipore, 07-327). After three washes, the samples were counterstained for 10 min in 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) solution and loaded onto glass slides and covered with a glass coverslip. Samples were imaged using inverted fluorescence microscope (Olympus, Japan). Groups of embryos stained without primary antibodies or secondary antibodies or both antibodies were used as negative controls to validate the specificity of the reaction. At least 10 oocytes/embryos were processed for each group.

The signal intensity for immunofluorescence was quantified using ImageJ software (ImageJ 1.43u, NIH) as described previously (Ding et al., 2017). Briefly, the nuclear area was encircled based on DAPI signal. The signal intensity of each protein was measured, and the cytoplasmic area was measured for normalization. The average signal intensity of the nuclear areas was calculated by subtracting the average intensity of the background areas.

### RNA-Seq

Two-cell stage embryos (32 h after parthenogenetic activation) were harvested from NC and KD groups (*n* = 3; 20 embryos/group/replicate). Total RNA isolation was performed using PicoPure RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA, United States) based on the manufacturer’s manual. Sequencing libraries were constructed with NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, United States) according to the manufacturer’s instructions. Libraries were sequenced using Illumina HiSeq X Ten (Illumina, San Diego, CA, United States) by Novogene Co. Ltd. The sequencing reads were assigned directly to porcine transcripts (Sscrofa11.1) and quantified using Salmon^1^ (Patro et al., 2017; Sahraeian et al., 2017). Analysis of differential gene expression was carried out using the DESeq2 package [adjusted *P* < 0.05 and Log_2_ (fold change) > 0.8 or ≤0.8] (Love et al., 2014). For the profile of SIN3A in different species, RNA-seq datasets were downloaded from GEO database and mapped to genome using Hisat2^2^. The gene expression level was then calculated with Cufflinks^3^.

### *In vitro* Transcription

Total RNA was extracted from mouse ovary and reverse transcribed to obtain a cDNA library. *CCNB1* mRNA primers containing the T7 promoter sequence were designed. The *CCNB1* sequence was amplified from the cDNA library using high fidelity DNA polymerases and recovered by gel electrophoresis to generate the wild-type template. After adding the poly A-tail to the wild-type cDNA template, the amplicon was ligated with the pMD18-T vector and transformed into *Escherichia coli* DH5α-competent cells, and single colonies were selected for identification and screening by PCR and sequencing after being cultured. The plasmid was extracted, linearized, and subject to *in vitro* transcription. The resultant RNA was purified according to the instructions of the *in vitro* transcription kit (mMESSAGE mMACHINE T7 ULTRA Transcription Kit). The mRNA concentration at the time of microinjection was 700 ng/μl.

### Statistical Analysis

All experiments were carried out at least three times. Before statistical analysis, the percentage data underwent arc-sin transformation; nonetheless, results were still presented as untransformed. Independent-sample *t* test was used to analyze differences between two groups and one-way analysis of variance (ANOVA) to analyze multiple comparison tests. The data were presented as means ± SEM. *P* < 0.05 was considered to be statistically significant.

## Results

### SIN3A mRNA Abundance Decreased Sharply During Embryonic Genome Activation in Mammals

RNA-seq analyses revealed that SIN3A is a stage-specific hub gene expressed in both human and mouse early embryos (Xue et al., 2013), suggesting a critical role of SIN3A in preimplantation development. To test if the expression pattern of SIN3A preserved in mammals, we first compared *SIN3A* mRNA level during preimplantation development in four mammalian species (pigs, cattle, mouse, and human) using public RNA-seq datasets (Xue et al., 2013; Graf et al., 2014; Kong et al., 2020). Results showed *SIN3A* mRNA was detectable throughout oocyte maturation and preimplantation development in a dynamic manner in all species examined (Figures 1A–D). In general, *SIN3A* mRNA was present abundantly in oocytes with a dramatic decrease in abundance after fertilization in pigs, cattle, and mice. However, *SIN3A* mRNA abundance increased after fertilization, maintained through four-cell stage and thereafter decreased dramatically in humans. Interestingly, for all species examined, the mRNA abundance was significantly reduced during the stage corresponding to EGA in each specie (four- to eight-cell stage for pigs and humans, eight- to 16-cell stage for cattle, and two-cell stage for mice) with lowest amount observed afterward, suggesting a maternal origin of *SIN3A*. These data pointed out that *SIN3A* mRNA profile exhibits a conserved pattern during mammalian preimplantation development and suggest a functional significance of SIN3A in early embryonic development prior to EGA.

**FIGURE 1:**
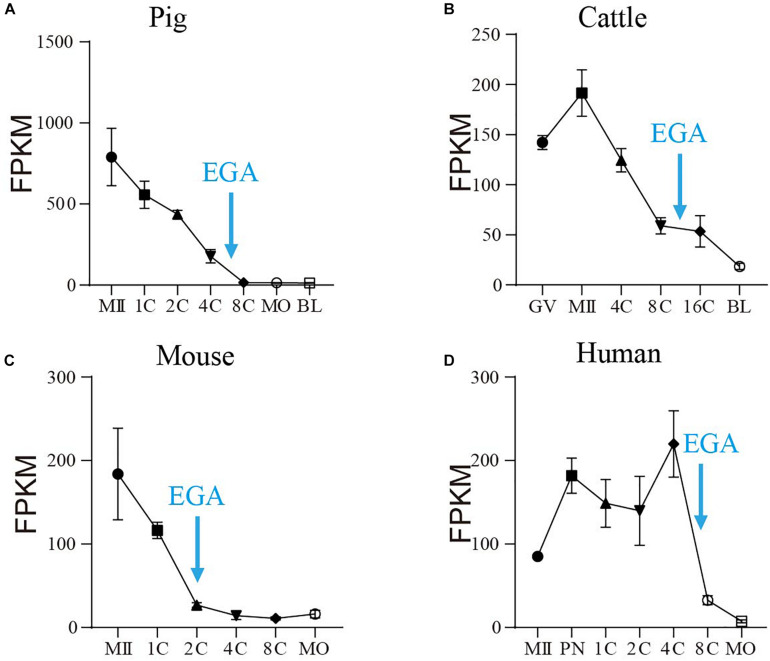
The mRNA profile of SIN3A during oocyte maturation and early embryonic development in pigs, cattle, mice, and humans. **(A)** Pig. **(B)** Cattle. **(C)** Mice. **(D)** Human. All the SIN3A mRNA expression data in different species were collected from published databases. GV, germinal vesicle; MII, metaphase II; PN, pronucleus; 1C, one-cell; 2C, two-cell; 4C, four-cell; 8C, eight-cell; 16C: 16-cell; MO, morula; BL, blastocysts. The blue arrow indicates the time of embryonic genome activation (EGA) for each species.

### SIN3A Protein Profiles Exhibit Species-Specific Pattern During Early Embryonic Development in Mammals

To test if there was corresponding change in SIN3A protein profiles, we performed immunofluorescence against SIN3A during preimplantation development in porcine and bovine embryos. We first validated the efficacy of the commercial antibody against SIN3A by analyzing SIN3A overexpressed mouse embryos. Results showed an obvious increase in SIN3A signal intensity in *SIN3A* mRNA-injected embryos relative to controls, indicating a robust specificity of the antibody used (Supplementary Figure 1). Immunofluorescent results revealed that a relatively small amount of SIN3A was observed in germinal vesicle (GV) stage oocytes and no detectable signal in MII oocytes, likely due to the remarkable dilution of nuclear content after GV breakdown (Figure 2A). Following fertilization, SIN3A protein can be easily detected in the nuclei from the beginning of two-cell stage, peaked at four-cell, and reduced sharply thereafter during preimplantation development in pigs (Figure 2A), suggestive of a critical role of SIN3A during two- to four-cell stage. However, we have found no restricted signal of SIN3A in bovine oocytes and preimplantation embryos until morula stage (Figure 2B), indicating species-specific pattern of SIN3A protein profiles.

**FIGURE 2:**
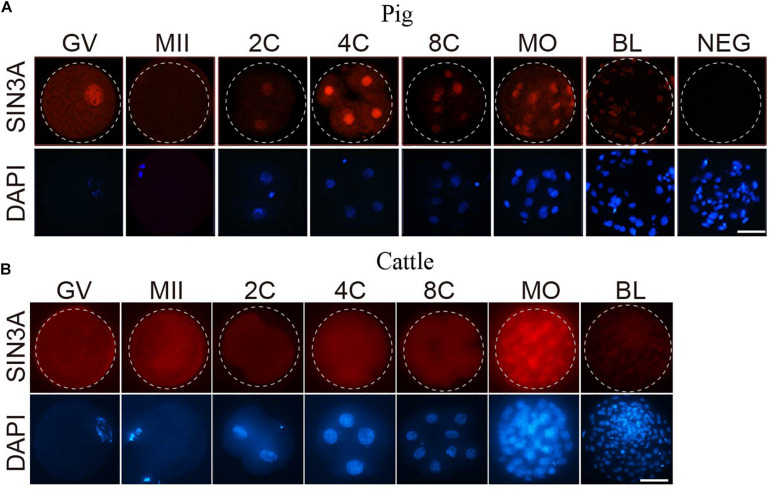
Immunofluorescence detection of SIN3A protein during oocyte maturation and embryonic development in pig and cattle. **(A)** Pig. **(B)** Cattle. SIN3A protein (red) was probed with mouse anti-SIN3A antibodies and detected by Alexa 594-conjugated goat anti-mouse antibodies. Nuclei (blue) were labeled with DAPI stain. The experiment was independently repeated three times with at least 10 oocytes or embryos per stage. Scale bar = 50 μM.

### SIN3A Knockdown Blocked Porcine Early Embryonic Development at Two-Cell Stage

To determine the biological function of SIN3A in porcine early embryonic development, siRNAs against *SIN3A* were commercially obtained and microinjected into porcine-matured oocytes, followed by parthenogenetic activation. To validate the efficacy of *SIN3A* siRNAs, immunofluorescence staining was performed to examine SIN3A protein level in porcine preimplantation embryos (Figure 3A). Results confirmed that the SIN3A protein was nearly undetectable in KD groups relative to NC groups at the two-, four-, and eight-cell stages (Figure 3A, left), and the signal intensity of SIN3A decreased by more than 80% relative to control groups (Figure 3A, right), proving a robust efficacy of the siRNA used in porcine preimplantation embryos. Because no effective siRNA targeting untranslated regions (UTR) of *SIN3A* mRNA was available, we did not perform experiments to determine if exogenous SIN3A complementary RNA (cRNA) could rescue the development of SIN3A-depleted embryos.

**FIGURE 3:**
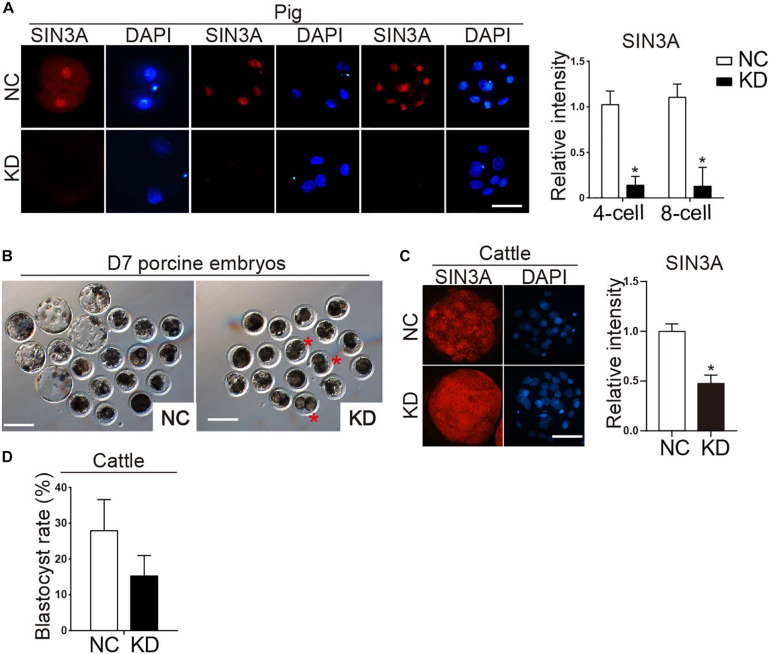
Effect of SIN3A knockdown on the developmental efficiency of porcine parthenogenetic and bovine *in vitro* fertilized embryos. **(A)** Immunofluorescence analysis of SIN3A knockdown efficiency in porcine two-, four-, and eight-cell embryos (left). NC represents the embryos injected with negative control siRNA, and KD represents the embryos injected with SIN3A-specific siRNAs. Three independent replicates were performed with 5–10 embryos/group/replicate analyzed. SIN3A (red), nuclei (blue). Scale bar = 50 μM. Average value of the signal intensities of SIN3A was assessed by densitometry (right). Data are expressed as mean ± SEM. *P < 0.05. **(B)** Representative pictures of NC and KD porcine embryos after *in vitro* culture for 7 days. Asterisk indicates abnormal embryos which appeared blocked at two- to four-cell stage in KD group. **(C)** Detection of knockdown efficacy of bovine SIN3A-specific siRNA at the morula stage. Three independent replicates were performed with six- to eight-cell embryos/group/replicate analyzed. Average value of the signal intensities of SIN3A was assessed by densitometry (right). **(D)** Blastocyst formation rate of bovine embryos after SIN3A KD. The rate of blastocysts at day 7 was recorded with no significant difference found between the NC and KD groups. Four independent replicates, all data were presented as mean ± SEM.

To determine whether SIN3A KD affected porcine preimplantation embryo development, blastomere cleavage and blastocyst formation were monitored. Results showed that SIN3A KD did not affect the cleavage rate (Figure 3B and Table 3; NC vs. KD, 83.63 ± 3.63% vs. 80.08 ± 4.66%). However, the embryos deficient of SIN3A were severely affected in terms of blastocyst formation relative to control (Figure 3B and Table 3; NC vs. KD, 36.64 ± 4.28% vs. 6.33 ± 3.12%). Morphological observation showed that many embryos appeared blocked at the two- to four-cell stage in KD group (Figure 3B, asterisk).

**TABLE 3:** The developmental potential of early embryos depleted of SIN3A in pigs.

Groups	No. replicates	No. oocytes	No. embryos cleaved (%, mean ± SEM)^*a*^	No. of blastocysts (%, mean ± SEM)^*b*^
NC	5	94	79 (83.63 ± 3.63)	29 (36.64 ± 4.28)^*a*^
KD	5	87	70 (80.08 ± 4.66)	5 (6.33 ± 3.12)^*b*^

**^*a*^The number of embryos cleaved on Day 2 out of the total number of oocytes injected. ^*b*^The number of blastocysts out of the total number of oocytes injected*.*

To further confirm the observation described above and determine which stage the KD embryos arrest, we evaluated the developmental rate at 42 and 80 h, when porcine embryos are supposed to develop to four- and eight-cell stage, respectively. After 42 h, 59.07% of the embryos in the NC group developed to four-cell stage; however, only 14.65% of the embryos in the KD group developed to four-cell stage and most of the them remained at the two-cell stage (Table 4; NC vs. KD 33.57 ± 5.08% vs. 71.07 ± 5.24%). Similarly, most of the embryos in the KD group remained at the two-cell stage, while the control embryos continued to develop normally after 80 h culture (data not shown). These results collectively indicated that depleting SIN3A caused porcine early embryonic developmental block at the two-cell stage.

**TABLE 4:** SIN3A depletion results in two-cell arrest in porcine early embryos.

Groups	No. replicates	No. oocytes	No. 1-cell (%, mean ± SEM)	No. 2-cell (%, mean ± SEM)	No. of 4-cell (%, mean ± SEM)
NC	3	68	5 (7.35 ± 1.47)	23 (33.57 ± 5.08)^*a*^	40 (59.07 ± 3.82)^*a*^
KD	3	73	10 (14.28 ± 6.49)	52 (71.07 ± 5.24)^*b*^	11 (14.65 ± 3.99)^*b*^

**Developmental rates were recorded at 42 h postparthenogenetic activation*. Different letter means statistical significance.*

The phenotypes described above is far more severe than the one we observed for mouse embryos (Zhao et al., 2019), raising the possibility that SIN3A plays a species-specific role during early embryonic development. To further test this possibility, we then examined the functional role of SIN3A using bovine model. Results displayed a successful and efficient KD efficiency of siRNAs after microinjection (Figure 3C). However, there is no significant change in the developmental potential of bovine early embryos (Figure 3D).

### Effect of SIN3A Depletion on Porcine Early Embryonic Development Is Not Solely Dependent on HDAC1/2

We previously demonstrated that Sin3a regulates mouse early embryonic development through controlling Hdac1 expression. Thus, we examined if HDAC1 were affected in porcine SIN3A-deficient embryos. 

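Messenger RNA of 2-cell embryos injected with negative control siRNA (NC) or SIN3A siRNA (KD) was sequenced at 32 h after parthenogenetic activation, in 3 replicates of 20 embryos per group. The values are the normalized transcript abundances that the authors deposited for each gene. HDAC1 (ENSSSCG00000003613) lies on chromosome 6 of Sscrofa11.1 from 88749611 to 88785220. Its abundance was 916 ± 67.6 (SD, n = 3) in NC embryos and 1028 ± 57.0 (SD, n = 3) in KD embryos. The log2 fold change of HDAC1 on the log2(value + 1) scale was 0.17 (standard error 0.10, 95% confidence interval -0.05 to 0.39, adjusted p = 0.997 from limma with Benjamini-Hochberg adjustment). HDAC2 (ENSSSCG00000004432) lies on chromosome 1 from 79867713 to 79901597. Its abundance was 482 ± 32.1 (SD, n = 3) in NC embryos and 405 ± 57.4 (SD, n = 3) in KD embryos. The log2 fold change of HDAC2 was -0.26 (standard error 0.13, 95% confidence interval -0.54 to 0.02, adjusted p = 0.997 from limma). For both genes the values of the groups overlapped, and the exact permutation test gave a two-sided p of 0.2, where the smallest p that 3 replicates against 3 allow is 0.1. With the replicate number as a block, the adjusted p was 0.951 for HDAC1 and 0.896 for HDAC2.

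**Figure D2:**
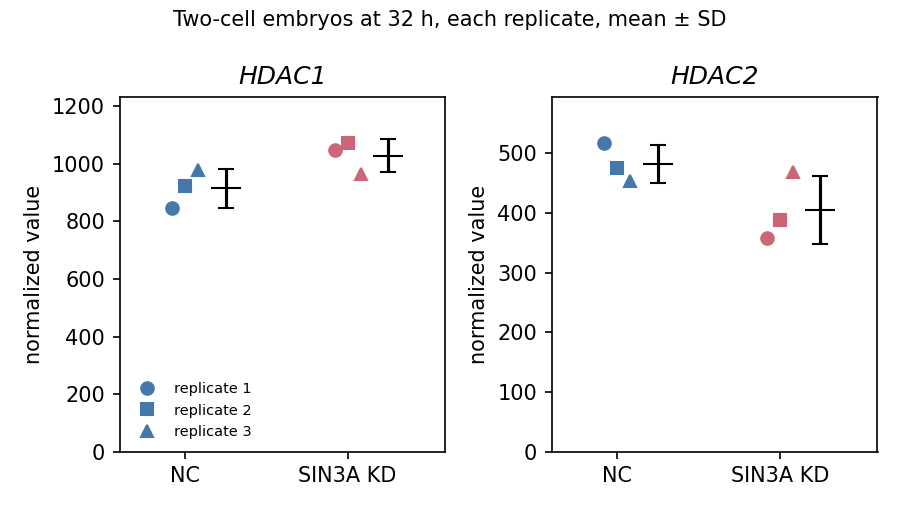
Normalized values of HDAC1 and HDAC2 in each of the 3 NC and 3 KD replicates of 2-cell embryos, with the mean and SD of each group beside the points. The points of the groups overlap for both genes.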

RNA-seq data revealed no change in both *HDAC1* and *HDAC2* mRNA level in SIN3A-depleted two-cell embryos (Supplementary Figure 2). Immunocytochemical results showed a slight but significant decrease in HDAC1 (*P* < 0.05), and no obvious difference in HDAC2 level (Figure 4A). In addition, H4K5ac level was improved dramatically (Figure 4B).

**FIGURE 4:**
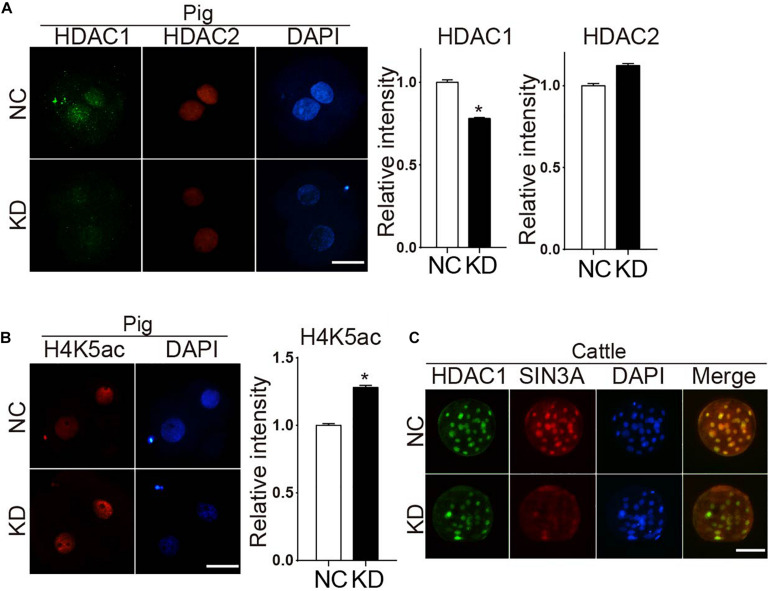
Knockdown of SIN3A results in a slight decrease of HDAC1 in porcine two-cell embryos but not affect the expression of HDAC1 in bovine morula embryos. **(A)** Immunofluorescence staining was performed to analyze the levels of HDAC1 and HDAC2 signal in SIN3A KD and NC groups at two-cell stage. Representative fluorescence images are shown (left). HDAC1 (green), HDAC2 (red), nuclei (blue). Average value of fluorescence intensities of HDAC1 and HDAC2 was assessed by densitometry (right). The experiment was independently repeated three times, and data was indicated as mean ± SEM. *P < 0.05. **(B)** The level of H4K5ac after SIN3A KD was detected by immunofluorescence staining in porcine two-cell embryos (left). H4K5ac (red), nuclei (blue). Quantitative analysis of fluorescence values showed that the expression level of H4K5ac was significantly reduced in pig two-cell embryos with SIN3A knockdown (right). The experiment was independently repeated three times, and data was indicated as mean ± SEM. *P < 0.05. **(C)** Immunofluorescence staining results of the HDAC1 in the bovine morula embryos from NC and SIN3A-KD groups. HDAC1 (green), SIN3A (red), nuclei (blue).

The slight decrease in HDAC1 observed in pigs could be due to the different stage (two-cell) examined compared with mouse work (morula). Because SIN3A-depleted porcine embryos could not develop to morula stage, we took advantage of the bovine model for which SIN3A-depleted embryos develop to morula stage normally. Results obviously showed that HDAC1 level was not affected whereas endogenous SIN3A protein level was reduced as expected after siRNA treatment in bovine morula embryos (Figure 4C). Collectively, these results suggest SIN3A does not universally regulate HDAC1 expression in early embryos across species.

SIN3A has been believed to recruit histone deacetylases HDAC1 and HDAC2 to regulate chromatin accessibility and thus gene expression. It prompted us to ask if HDAC1/2 mediated the phenotype of SIN3A depletion on porcine early embryos. First, the expression profiles of *HDAC1* and *HDAC2* mRNA in porcine oocyte and early embryo were characterized. Both HDAC1 and HDAC2 were readily detected throughout oocyte maturation and early embryonic development in pigs. Specifically, mRNA levels in GV and MII oocyte were not different, increased after fertilization and peaked at two-cell stage. Upon EGA, the mRNA abundance gradually decreased, and the level was relatively stable from the eight-cell to the blastocyst stage (Figure 5A).

**FIGURE 5:**
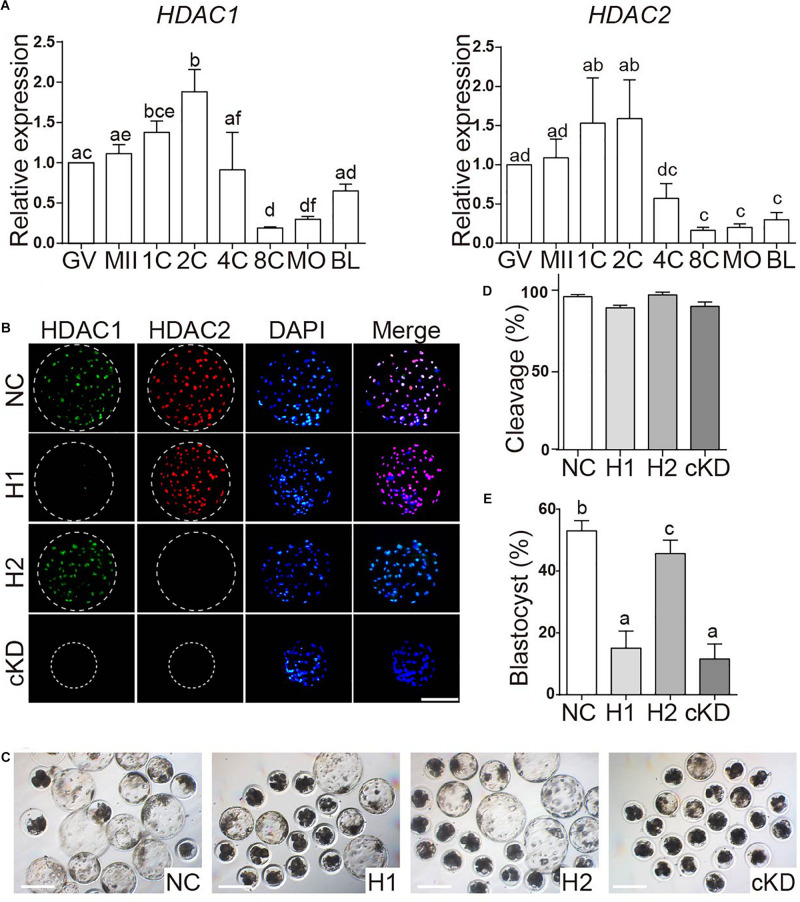
Effect of HDAC1 and HDAC2 KD on the developmental efficiency of porcine embryos. **(A)** Expression of HDAC1 and HDAC2 mRNA in oocytes and early embryos. Relative abundance of HDAC1 and HDAC2 was determined by qPCR. Data are shown as mean ± SEM and different letters on the bars indicated significant differences (*P* < 0.05). **(B)** Validation of the efficiency of RNAi-mediated HDAC1/HDAC2 KD in porcine early embryos. Immunofluorescence analysis of HDAC1 and HDAC2 protein abundance in blastocysts. HDAC1 (green), HDAC2 (red), nuclei (blue). NC, negative control siRNA; H1, *HDAC1* siRNA; H2, *HDAC2* siRNA; cKD, *HDAC1* and *HDAC2* siRNA. **(C)** Representative images of NC, HDAC1 KD, HDAC2 KD, and cKD porcine embryos after *in vitro* culture for 7 days. **(D)**. **(E)** Developmental rates of porcine early embryos. Three independent replicates; all data were represented as mean ± SEM and different letters on the bars indicate significant differences (*P* < 0.05).

Next, we tested if the embryos had the same phenotype as *SIN3A* depletion by knocking down HDAC1 and HDAC2, alone or together. Immunofluorescence results confirmed the efficacy of siRNAs targeting HDAC1 or HDAC2 in porcine blastocysts (Figure 5B). Embryo culture results showed cleavage rate was normal, however, blastocyst formation was severely affected in embryos deficient of HDAC1 alone or both HDAC1 and HDAC2 (Figures 5C–E). Collectively, these data suggest that the developmental arrest caused by SIN3A KD was not dependent on HDAC1/2, and other potential mechanisms were involved.

### *CCNB1* Transcript Level Was Significantly Reduced in SIN3A-Deficient Porcine Two-Cell Embryos

To unbiasedly explore the mechanisms underlying the developmental failure associated with SIN3A-depleted embryos, we compared global transcript content between NC and KD two-cell by RNA-seq. 

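The comparison rested on 6 libraries, 3 of NC and 3 of KD 2-cell embryos, each made from the messenger RNA of 20 embryos. The authors assigned the reads to porcine transcripts of Sscrofa11.1 with Salmon, and the deposited table lists 17678 genes by Ensembl identifier, of which 3575 have no gene name. Its values are read estimates normalized between libraries, so they are neither raw counts nor scaled to a fixed sum. The median of each library's ratios to the geometric means of the genes was 1.01 in all 6 libraries. The values summed to 11367665, 11404476 and 11084950 in NC replicates 1 to 3 and to 11500709, 11350561 and 11191788 in KD replicates 1 to 3. These sums are set by the normalization. The spacing of the low values gave an estimated depth of 10900000, 7800000 and 13000000 reads in NC replicates 1 to 3 and of 11800000, 15800000 and 10200000 reads in KD replicates 1 to 3. Between 69.0% and 74.0% of the low values lay on that spacing, so whole reads were not recovered and no count test was applied. The gene with the highest value held between 3.78% and 5.10% of a library's sum. Genes with a mean of at least 10 over the 6 libraries were tested, 11986 in all, with limma on log2(value + 1), a trend of the variance with the mean and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values. The Spearman correlation between libraries was 0.982 to 0.988, with a median of 0.985 within groups and 0.986 between groups, so the groups did not separate over all genes. After the group means were subtracted, libraries with the same replicate number had correlations of 0.109, 0.111 and 0.087, with a mean of 0.103. Libraries with different numbers had a mean of -0.051. The subtraction itself ties this mean to the opposite sign of the first, so it adds no separate evidence of pairing.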

Samples were collected at 32 h after parthenogenetic activation prior to the emergence of the morphological difference between two groups (Figure 6A). 

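Of 11986 genes tested by limma, 15 had an adjusted p below 0.05 and an absolute log2 fold change above 0.8, the thresholds of the authors. Of these, 4 were higher and 11 were lower in KD embryos. Without the fold change threshold 19 genes passed, 7 of them higher and 12 lower. The 11 lower genes were SIN3A, CCNB1, VCP, WDR47, LIMA1, CTDSP2, CNOT6, TMEM14A, TWF1, EWSR1 and SPRTN. The 4 higher genes were SRPK1, SS18, YIPF5 and a gene that the deposited table lists without a name, ENSSSCG00000005184. Its value rose from 159 ± 33.4 (SD, n = 3) in NC to 471 ± 81.2 (SD, n = 3) in KD embryos, a log2 fold change of 1.57 (standard error 0.17, adjusted p = 0.000133 from limma). The value of SRPK1 rose from 3104 ± 284 to 5897 ± 153 (SD, n = 3 each), a log2 fold change of 0.93 (standard error 0.09, adjusted p = 2.87e-05 from limma). With the replicate number as a block, 17 genes passed both thresholds, 4 higher and 13 lower, and 26 passed the adjusted p alone. The mean correlation of same-numbered libraries was 0.103. Without the variance trend, no gene passed the adjusted p, while 622 genes had an unadjusted p below 0.05, against 553 with it. By chance alone a share of 0.05 of the 11986 genes would have such a p, and neither count stands out from that. A correction for GC content and transcript length was chosen after seeing the data. It covered only the 9767 genes with a RefSeq match, so ENSSSCG00000005184 was not tested with it. With it and the replicate block, 48 genes passed the adjusted p, 22 higher and 26 lower. Both thresholds were passed by 13, 3 higher and 10 lower.

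**Figure D3:**
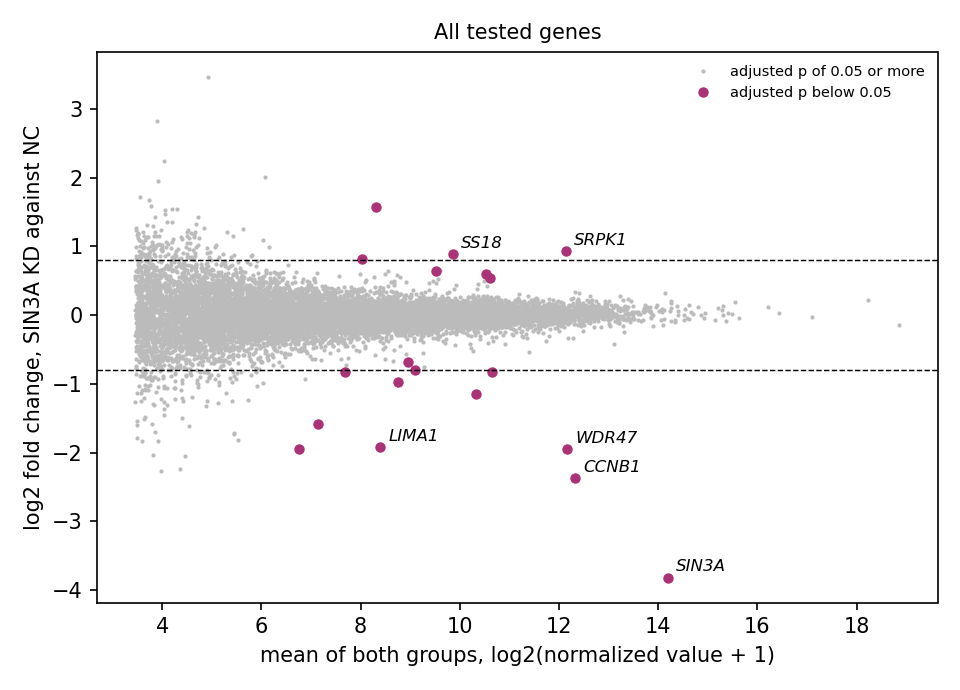
Log2 fold change of KD against NC 2-cell embryos on the vertical axis and mean of both groups on the horizontal axis, as log2(normalized value + 1), for the 11986 genes tested. Filled circles mark the 19 genes with an adjusted p below 0.05, and the dashed lines mark a log2 fold change of 0.8 in either direction.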

A significant change in transcript level was observed with 14 gene transcripts increased and nine gene transcripts decreased in KD groups. As expected, RNA-seq analyses proved that SIN3A mRNA abundance was reduced by 80% in KD groups relative to NC. 

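SIN3A (ENSSSCG00000001880) had normalized values of 37361, 33964 and 32404 in NC replicates 1 to 3 and of 3271, 1079 and 4173 in KD replicates 1 to 3. Its mean was 34576 ± 2534 (SD, n = 3) in NC and 2841 ± 1591 (SD, n = 3) in KD embryos. The level remaining in KD embryos was 8.22% of the NC mean, a reduction of 91.8%. In the single KD replicates 9.46%, 3.12% and 12.1% of the NC mean remained. The log2 fold change was -3.81 (standard error 0.31, adjusted p = 8.45e-06 from limma with Benjamini-Hochberg adjustment). Every KD replicate was below every NC replicate, and the exact permutation test gave a two-sided p of 0.1, the smallest that 3 replicates against 3 allow. With the replicate number as a block, the standard error was 0.20 and the adjusted p was 3.19e-11. The adjusted p rose above 0.05 without the variance trend, where it was 0.423, and with the robust form of limma's empirical Bayes step, which was chosen after seeing the data, where it was 0.469.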

Interestingly, we found that the transcript abundance of *CCNB1*, the gene encoding Cyclin B1, was reduced as well (Figure 6B), which is further confirmed by qPCR assay (Figure 6C).

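CCNB1 (ENSSSCG00000029326) lies on chromosome 16 of Sscrofa11.1 from 47338239 to 47348385 on the plus strand. Its normalized values were 8891, 9039 and 7729 in NC replicates 1 to 3 and 2113, 974 and 2171 in KD replicates 1 to 3. The mean was 8553 ± 717 (SD, n = 3) in NC and 1753 ± 675 (SD, n = 3) in KD embryos, so that 20.5% of the NC mean remained. The log2 fold change was -2.37 (standard error 0.21, adjusted p = 1.36e-05 from limma). The groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest p possible with 3 replicates against 3). The log2 fold change stayed between -2.57 and -1.99 when each library was left out in turn, and the adjusted p of limma was at most 0.000604 in these fits. With the replicate number as a block, the adjusted p was 1.49e-09. It was 0.423 without the variance trend and 0.439 with the robust empirical Bayes step, which was chosen after seeing the data. CCNB1 had no seed match to the antisense strands of the SIN3A siRNAs in its mRNA, and its fewest mismatches to any of the 3 siRNAs were 7 of 19 bases. Among its relatives, CCNB2 had a log2 fold change of 0.04 (standard error 0.10) and CCNB3 one of 0.19 (standard error 0.13), each with an adjusted p of 0.997 from limma. From the lower CCNB1 transcript level and the established role of cyclin B1 in cell cycle progression, the paper speculates that SIN3A acts on early embryonic development through CCNB1 expression in pigs, and tests this next by CCNB1 knockdown and by injection of CCNB1 mRNA.

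**Figure D4:**
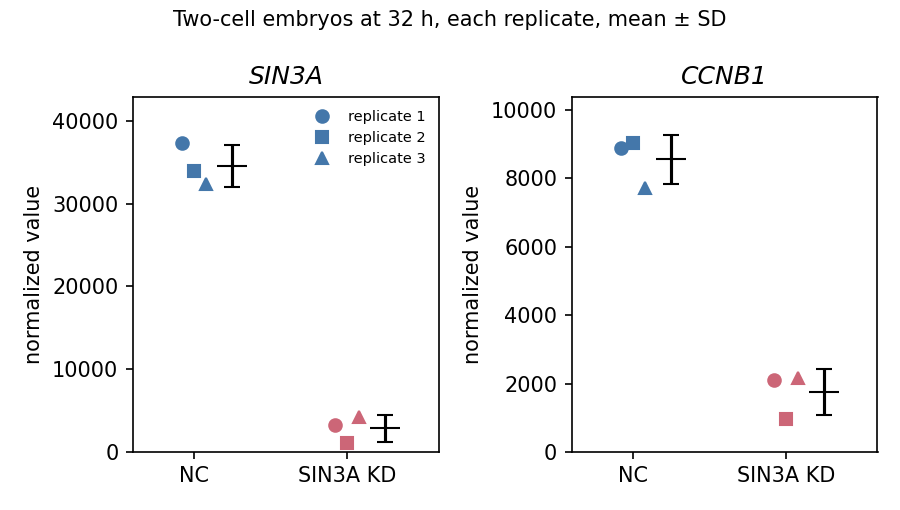
Normalized values of SIN3A and CCNB1 in each of the 3 NC and 3 KD replicates of 2-cell embryos, with the mean and SD of each group beside the points. Both axes start at 0, and KD replicate 2 has the lowest value of both genes.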

**FIGURE 6:**
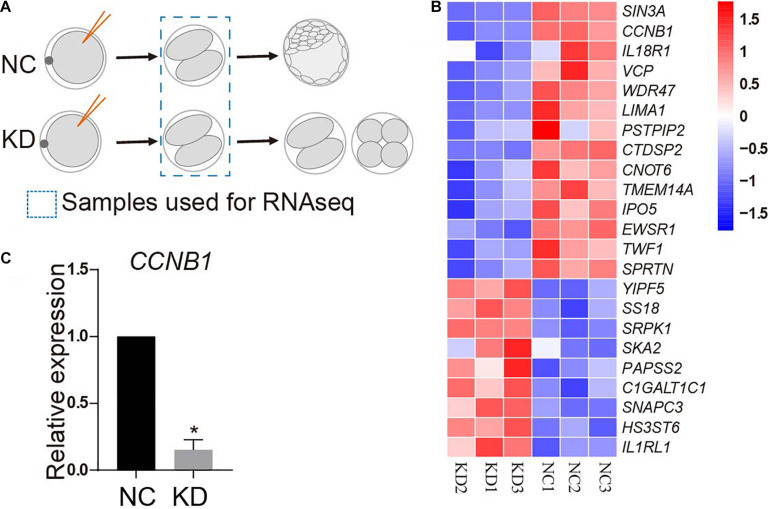
RNA-seq analysis of porcine two-cell embryos deficient of SIN3A. **(A)** Schematic representation of the experimental design. MII oocytes were injected with NC or SIN3A siRNA followed by parthenogenetic activation. Two-cell embryos in each group after being cultured for 32 h were collected for RNA-seq. **(B)** Heatmap showing different expression genes (DEGs) between NC and KD embryos. Three independent replicates were performed. **(C)** Validation of the expression of *CCNB1* mRNA in NC and KD two-cell embryos by qPCR. Three independent replicates; all data were represented as mean ± SEM, *P < 0.05.

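Of the 23 genes in the heatmap, 21 were found by name in the deposited table, and C1GALT1C1 and SNAPC3 were not. All 21 changed in the direction drawn in the heatmap. Of these, 14 had an adjusted p below 0.05 by limma over all genes tested, and 21 when the adjustment ran over these genes alone. As they are the paper's own calls on these libraries, the latter count shows no stability. With the replicate number as a block, 15 passed over all genes. Next to SIN3A and CCNB1, the largest falls among the 14 were those of VCP, WDR47 and LIMA1. VCP fell from 169 ± 41.5 to 45.2 ± 18.5 (SD, n = 3 each), with a log2 fold change of -1.95 (standard error 0.29, adjusted p = 0.00471 from limma). WDR47 fell from 7193 ± 865 to 1956 ± 750, with a log2 fold change of -1.94 (standard error 0.18, adjusted p = 2.87e-05 from limma). LIMA1 fell from 530 ± 122 to 141 ± 35.5, with a log2 fold change of -1.92 (standard error 0.19, adjusted p = 5.56e-05 from limma). The genes not past the adjusted p were IL18R1, PSTPIP2, IPO5, SKA2, PAPSS2, HS3ST6 and IL1RL1, with adjusted p values from 0.182 to 0.876. Apart from IPO5, their means were at most 94.4 in either group. IL18R1 and IL1RL1 are neighbours on chromosome 3, from 51803383 to 51844758 and from 51868549 to 51902454, and changed in opposite directions. Of the lower genes, VCP, LIMA1, CTDSP2, CNOT6, TMEM14A, EWSR1 and SPRTN had a stretch with at most 5 mismatches to the 19 bases of siRNA 3 in their longest RefSeq mRNA.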

### CCNB1-Deficient Embryos Mimic the Phenotype of SIN3A-Depleted Embryos in Pigs

CCNB1 has been established as a critical regulator of cell cycle progression during oocyte maturation and early embryonic development in mammals (Zhang et al., 2010; Strauss et al., 2018). Therefore, we speculated that SIN3A regulated early embryonic development *via* modulation of *CCNB1* expression in pigs. To test this hypothesis, we first asked if CCNB1 KD could mimic the phenotype of SIN3A depletion. Surprisingly, all the embryos failed to cleave when we injected *CCNB1* siRNAs into MII oocytes. This developmental failure could be attributed to the functional requirement of CCNB1 on the meiotic or mitotic progression. Then, we chose to inject *CCNB1* siRNA at the late phase of pronuclear stage (19 h after parthenogenetic activation). QPCR results showed that siRNAs can effectively reduce the level of endogenous *CCNB1* mRNA as expected (Figure 7A). Embryo culture data revealed that nearly all the embryos deficient of CCNB1 were arrested at two-cell stage and few develop to the four-cell stage (Figures 7B,C), reminiscent of the phenotype of SIN3A-depleted embryos.

**FIGURE 7:**
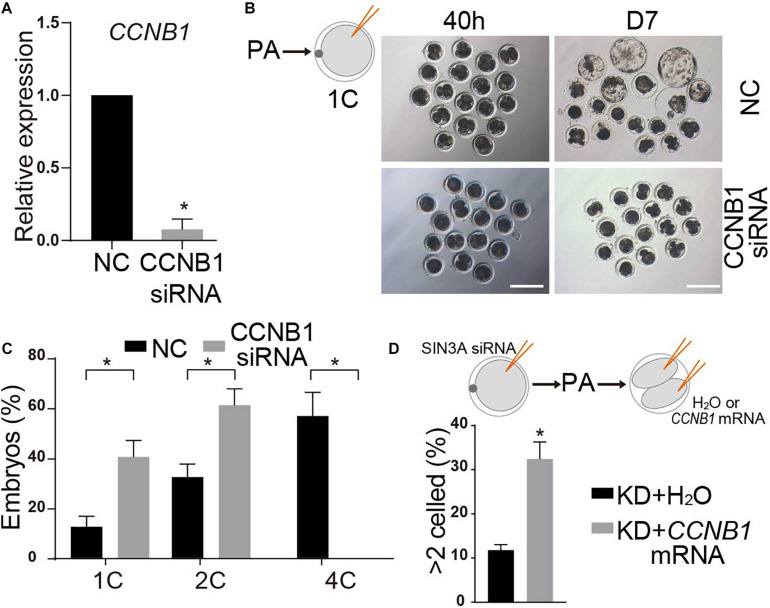
*CCNB1* deficiency leads to two-cell block in SIN3A knockdown embryos. **(A)** qPCR validation of the knockdown efficiency of *CCNB1* siRNA. Embryos were collected at 32 h after parthenogenetic activation. The experiments were independently repeated three times. Values are shown as mean ± SEM, *P < 0.05. **(B)** NC-siRNA or CCNB1-siRNA was introduced into 1C embryos (19 h after parthenogenetic activation) and the representative images of embryos at D7 are shown. **(C)** The developmental rates of two-cell and four-cell embryos were recorded at 40 h after parthenogenetic activation according to the experiment shown in **(B)**. The experiment was independently repeated three times, all data were represented as mean ± SEM, *P < 0.05. **(D)** H_2_O or *CCNB1* mRNA were microinjected into both blastomere of SIN3A-depleted two-cell embryos, and then the percentage of embryos developing beyond two cells was counted. The experiment was independently repeated three times, all data were represented as mean ± SEM, *P < 0.05.

Then we wondered whether the addition of exogenous *CCNB1* mRNA into SIN3A KD embryos could restore the early embryonic development. To avoid the potential negative posttranscriptional effects of SIN3A KD on *CCNB1* mRNA, we injected mouse *CCNB1* mRNA, which is highly homologous with porcine (Zhang et al., 2010). Because CCNB1 is subject to periodical posttranslational regulation through each cell cycle (Bouftas and Wassmann, 2019), we injected *SIN3A* siRNA into the MII stage oocytes and then injected the CCNB1 mRNA into the two blastomeres. Results showed that the injection of *CCNB1* mRNA into both blastomeres significantly improve the percentage of embryos developing beyond two-cell stage relative to control groups (Figure 7D). Altogether, these data suggest that SIN3A regulates porcine early embryonic development partly through regulation of CCNB1 expression.

## Discussion

SIN3/HDAC chromatin repressor complex is involved in the regulation of a variety of biological processes, including cell proliferation and differentiation, apoptosis, and cell cycle progression (Halder et al., 2017; Saunders et al., 2017; Yao et al., 2017; Ren et al., 2019). Recently, we have demonstrated critical roles of key components of SIN/HDAC complex, including SUDS3 (Zhang et al., 2013), HDAC1/2 (Zhao et al., 2020), and SIN3A (Zhao et al., 2019), in mouse early embryonic development. However, the related mechanisms and its functional conservation among species have been largely unresolved. To dissect the mechanism of SIN3A function in early embryos, we found SIN3A regulates the development progression through the morula-to-blastocyst transition *via* HDAC1 in mouse embryos (Zhao et al., 2019). However, herein, we found alternative functional roles of SIN3A as well as potential mechanisms using porcine model.

In the present study, it was found that the porcine early embryos with SIN3A deletion were blocked at two-cell stage, which is more severe than the developmental defects found in mouse, suggesting species-specific role of SIN3A in early embryonic development. Furthermore, in contrast with our previous mouse data, SIN3A depletion did not trigger dramatical reduction in HDAC1 mRNA and protein level in both porcine and bovine early embryos, further consolidating the species-specific effects of SIN3A. In addition, knocking down HDAC1 and HDAC2 alone or together did not phenocopy SIN3A ablation in porcine embryos. We also identified that *CCNB1* mRNA level was significantly reduced upon SIN3A depletion. CCNB1 KD lead to two-cell block, similar with the phenotype of SIN3A depletion. Microinjection of the exogenous *CCNB1* mRNA into the SIN3A-deleted two-cell embryo could partly restore development beyond two-cell stage. Thus, we believe that SIN3A is required for porcine early embryonic development through maintaining CCNB1 expression.

Maternal factors stored during oocyte growth and maturation, including mRNAs and proteins, are crucial for biological events such as EGA (De Iaco et al., 2017; Hendrickson et al., 2017), chromatin reprogramming (Inoue et al., 2017; Kannampuzha-Francis et al., 2017), and maintenance of genome stability (Xu et al., 2017). We previously demonstrated the functional importance of key maternal factors during porcine early embryonic development. For example, WDR5 is required to foster porcine early embryonic development probably *via* regulating key epigenetic modifications and genome integrity (Ding et al., 2017). Here, we found SIN3A mRNA abundance was dramatically lower in post-EGA embryos than pre-EGA embryos among all species examined, suggesting a conserved maternal origin of SIN3A. However, it was noticed the protein level did not changed correspondingly as the mRNA level of SIN3A, suggesting a posttranscriptional regulation of *SIN3A* mRNA or posttranslational regulation of SIN3A protein in early embryos. Indeed, it has been shown that SIN3A is a dormant maternal mRNA recruited during oocyte maturation and early development and SIN3A protein is subject to the proteasome-dependent degradation in mouse early embryos (Jimenez et al., 2015).

SIN3A protein abundance peaks at four-cell stage during porcine early embryonic development, suggesting a critical role of SIN3A in the development through four-cell stage. Our functional evidence indicates SIN3A depletion in pig embryos resulted in a developmental arrest at two-cell stage (prior to EGA) in pigs. To our knowledge, this is one of the most severe defects when ablating a specific gene function in porcine early embryos. As genome-wide transcriptional activity is generally believed silent in porcine two-cell embryos, it is plausible that the maternal control of early development is disrupted in SIN3A-deficient embryos, thus leading to developmental failure prior to EGA. Similarly, depletion of maternal SIN3A *via* RNAi in oocytes causes the failure to develop beyond two-cell stage, the mechanism of which remains unclear (Jimenez et al., 2015). However, depleting SIN3A by injecting siRNAs into zygotes permit embryos developing to morula stage but not blastocyst stage in mice (Zhao et al., 2019). This discrepancy could be attributed to that injection at zygote stage could not leave enough time for siRNAs to deplete maternal mRNA. Thus, these studies suggest SIN3A is a critical maternal-effect gene in pigs.

SIN3/HDAC complex has conventionally been thought as a genome-wide transcriptional repressor *via* recruiting HDAC1/2 (Tiana et al., 2018; Gambi et al., 2019; Monteleone and Poli, 2019). Inhibiting maternal Sin3a mRNA during oocyte maturation reduces the level of H3K18ac, H4K8ac, and H4K12ac, except H4K5ac level in mouse one-cell embryos (Jimenez et al., 2015). Meanwhile, Sin3a depletion results in a dramatical decrease in Hdac1 mRNA and protein level in mouse morula. However, in the present work, we observed a slight decrease in HDAC1 level in SIN3A-deficient porcine two-cell embryos. We originally attributed this difference to the different embryo stages used in two studies (morula and two-cell). However, our further study in cattle revealed that SIN3A depletion caused no change in HDAC1 at morula stage, consolidating our conclusion that SIN3A’s role in mammalian early development is species dependent. An alternative possible explanation for this observation is that EGA occurs late in porcine and bovine early embryos compared with mouse and the abundant maternal HDAC1 mRNA may prohibit us from observing the effect of SIN3A depletion on HDAC1 expression.

We further reasoned that SIN3A may function through regulating HDAC1 activity but not affecting its protein level. Indeed, we found there is a significant increase in H3K5ac upon SIN3A depletion in pigs. However, if we ablated HDAC1 and/or HDAC2 individually or together, embryos could develop beyond two-cell stage although HDAC1 KD or HDAC1/2 co-KD decreased the potential of embryos developing to blastocyst stage. These results rule out the possibility that SIN3A work through HDAC1/2 to control development through two-cell stage in pigs. In addition, the requirement of HDAC1 for blastocyst formation in pigs documented here is in contrast with the observation that HDAC1 alone is dispensable for mouse preimplantation development as we described before (Zhao et al., 2020). However, HDAC1 and HDAC2 are functional redundant during mouse preimplantation development (Zhao et al., 2020). Thus, it warrants further investigation on the mechanism of the differential HDAC1 effects in mammalian early development.

The precise regulation of cell cycle depends on the complex containing Cyclin and Cyclin-dependent kinase (Palmer and Kaldis, 2016). For example, the CDK1/Cyclin B complex is involved in the regulation G2/M conversion process (Kellogg, 2003). Cyclin B and its protein kinase CDK1 are also components of the maturation promoting factor (MPF) complex, which regulates oocytes to resume meiosis and promote oocyte maturation (Holt et al., 2013). The proper expression of Cyclin B and other cell cycle factors is essential for oocyte maturation and early embryo development. The embryos of Cyclin B1^–/–^ mice are arrested in the second mitotic G2 phase (Strauss et al., 2018); Cyclin B2^–/–^ mice exhibit premature ovarian failure and oocytes are unable to mature (Daldello et al., 2019). The developmental competence of porcine early embryos is also positively associated with *CCNB1* level (Zhang et al., 2010). Here, we found CCNB1 mRNA abundance is significantly reduced upon SIN3A depletion in porcine early embryos. Thus, we speculated that the developmental arrest at two-cell stage observed in SIN3A-deficient porcine embryos is attributed to the aberrant *CCNB1* expression. The importance of the maternal control of cell cycle is also observed while chromatin remodeling factor Snf2h is deleted in mouse oocytes with meiosis progression inhibited, likely due to failure of MPF activation (Zhang et al., 2020). Interestingly, the exogenous *CCNB1* mRNA can restore the meiosis (Zhang et al., 2020). Therefore, the cell cycle progression is tightly under control by maternal stored factors, including SIN3A documented here. However, it requires further investigation about the mechanism underlying the regulation of SIN3A on *CCNB1* expression.

CCNB1 mRNA is present at low level in porcine GV oocytes, but its abundance increases dramatically after oocyte maturation, maintains throughout four-cell stage and drops sharply to low level thereafter, exhibiting a typical expression pattern of maternal-effect genes (Zhang et al., 2010). Cytoplasmic polyadenylation is a well-known mechanism involved in protecting maternal mRNAs from degradation (Sha et al., 2019). It has been shown there is a significant change on the polyadenylation length at the 3′-untranslated region (3′-UTR) of *CCNB1* mRNA during porcine early embryonic embryos, suggesting CCNB1 is regulated posttranscriptionally *via* cytoplasmic polyadenylation during oocyte maturation (Zhang et al., 2010). We speculated that SIN3A is involved, maybe indirectly, in the protection of the polyadenylation length of *CCNB1* mRNA. Therefore, whether maternal SIN3A protects it from degradation through maintaining the length of *CCNB1* mRNA 3′-UTR warrants exploration.

## Conclusion

The present work demonstrated that the expression of SIN3A exhibits the pattern of a typical maternal-effect gene during mammalian early embryonic development. Our functional evidence in mouse, porcine, and bovine embryos collectively demonstrates the species-specific role of SIN3A in early embryonic development. Importantly, we determined that SIN3A depletion triggered a significant reduction in *CCNB1* mRNA level in pigs. Functional work further proved that CCNB1 KD embryos phenocopied SIN3A-depleted embryos whereas the exogenous *CCBN1* mRNA could partly rescue the SIN3A-deficient embryos to pass through two-cell stage. Thus, we believe that SIN3A is required for porcine early embryonic development, likely through the regulation of *CCNB1* expression.

## Data Availability Statement

The datasets generated for this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE157650.

## Ethics Statement

The animal study was reviewed and approved by Laboratory Animal Center, Zhejiang University.

## Author Contributions

KZ and LL conceived and designed the experiments. LL performed porcine embryo production and microinjection in porcine oocytes. LL and YS performed bovine IVP, microinjection, and embryo staining. YD participated in the RNAseq library construction and bioinformatic analysis. LL, YD, PZ, and KZ participated in data analysis. LL and KZ wrote the manuscript. YZ was responsible for coordinating the research in pigs. All authors discussed and interpreted the data and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

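Messenger RNA of porcine 2-cell parthenogenetic embryos was sequenced at 32 h after activation, in 3 NC and 3 SIN3A KD replicates of 20 embryos. Groups and replicate numbers were taken from the sample labels and checked against the methods. The authors assigned reads to transcripts of Sscrofa11.1 with Salmon and compared groups with DESeq2. They deposited 1 table of normalized signal values per Ensembl gene. The equal median ratios of the 6 libraries show that size factors were already applied. The low values were mostly multiples of a single step per library, and the rest were not, so the values were treated as normalized signal and not as counts, and no count test was run although the design written before the data were examined allowed for counts. The spike-in mRNAs mentioned in the sample labels were not used here, so a change of the total messenger RNA per embryo could not be assessed.

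Genes with a mean of at least 10 over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with lmFit and eBayes with a trend of the variance with the mean, and Benjamini-Hochberg adjustment. Genes were called at an adjusted p below 0.05, and also with the absolute log2 fold change of 0.8 that the authors used. Single genes were also compared by an exact two-sided permutation test with scipy 1.17.1, whose smallest p is 0.1 with 3 replicates per group. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and pysam 0.24.0, and figures were drawn with matplotlib. The fit was tested on simulated data drawn from the means and estimated depths of the libraries. Of 199 changed genes among 11952 simulated genes tested, 168 were called, together with 6 unchanged genes. Of the genes changed 4-fold, 97.0% were called, and of those changed 2-fold, 71.7%. Each simulated gene was given the median dispersion of genes with a similar mean, so variances did not differ between such genes. The simulation therefore cannot show whether the calls in the real libraries, which depend on the variance trend, are sound. In 9769 simulated genes with an added trend on GC content, 5206 were called before the GC and length correction and 0 after it. With a planted log2 shift of -0.1 in genes with a seed match, a difference of -0.102 was recovered over 9572 genes, and -0.0016 with none planted. Of 200 random lists of 13 genes, 8 passed 5% in the test of siRNA 3. The estimated depth was 7800000 to 13000000 reads in NC and 10200000 to 15800000 reads in KD libraries. The lower the value of a gene, the less precise is its fold change.

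The genes named in the text follow a rule set before the data were examined. They are the genes the paper names for this experiment and 13 subunits of the SIN3 and HDAC complex. The relatives CCNB2 and CCNB3 and the partner CDK1 of CCNB1 are also included. So are the 5 largest rises and 5 largest falls among genes with non-overlapping groups that passed both thresholds. These thresholds are an adjusted p below 0.05 and an absolute log2 fold change above 0.8. ING1, CDK1, C1GALT1C1 and SNAPC3 were not found by name, and no name was guessed from an identifier, so any of them among the unnamed identifiers was tested without being recognised. Positions, transcript sequences and 3' UTRs come from the RefSeq annotation of Sscrofa11.1. Of the 11986 tested genes, 9767 (81.5%) matched a RefSeq gene by symbol.

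The pairing used for the replicate block comes from the replicate numbers in the sample labels. The paper does not say that same-numbered NC and KD replicates share a batch of oocytes. Their correlation after subtraction of the group means was 0.103 on average, and 1 of the 6 possible matchings of NC with KD libraries, the numbered one, gave a mean as high. The alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 100, TMM-like rescaling, quantile normalization of the log2 values, no variance trend, the replicate block, and leaving out each library. A correction for GC content and transcript length, alone and with the block, and the robust empirical Bayes step were added after seeing the data.

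Seed matches were 7-base matches to positions 2 to 8 of the antisense strands of the 3 siRNAs. They were sought in the longest 3' UTR among the mRNAs of a gene. Partial matches were counted as the fewest mismatches of any stretch of the longest mRNA to the 19 bases of an siRNA, without gaps. Gene lists were compared with 10000 random lists matched on transcript length, or on expression for the order of the replicates. Immunofluorescence, qPCR, embryo culture and the expression profiles of other species were not analysed here.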

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

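The tests in this part were chosen after the results were seen. Of the 19 genes with an adjusted p below 0.05, USP15, YWHAH and LETMD1 are not named by the paper, and ENSSSCG00000005184 and ENSSSCG00000032554 have no name in the deposited table. As C1GALT1C1 and SNAPC3 of Fig. 6B were not found by name, whether these identifiers belong to genes the paper names is not known here. ENSSSCG00000005184 had a log2 fold change of 1.57 (adjusted p = 0.000133 from limma). USP15 had one of 0.64 (adjusted p = 0.0324), ENSSSCG00000032554 one of 0.60 (adjusted p = 0.0375), YWHAH one of 0.55 (adjusted p = 0.0342) and LETMD1 one of -0.69 (adjusted p = 0.0275). USP15, YWHAH, LETMD1 and ENSSSCG00000032554 fall outside the rule for naming genes and were named after their values were seen. In each of the 5 genes the 3 KD values lay on the same side of all 3 NC values, which chance gives for 10% of genes. Apart from ENSSSCG00000005184, their fold changes are below the threshold of 0.8 that the authors used.

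A bias of GC content or transcript length was tested by a correction. The 3 genes with a RefSeq match, USP15, YWHAH and LETMD1, all stayed past an adjusted p of 0.05, with 0.00682 as the highest. The check is void for the set, since 3 of 5 genes had a value. Scaling between libraries was tested with TMM-like rescaling, under which all 5 genes passed, and with quantile normalization, under which 1 of the 5, ENSSSCG00000005184, passed, and the other adjusted p values were 0.0531 to 0.0587. The log2 fold changes under quantile normalization were 1.58 for ENSSSCG00000005184, 0.64 for USP15, 0.60 for ENSSSCG00000032554, 0.53 for YWHAH and -0.69 for LETMD1, so the scaling changed the calls of 4 genes but hardly the size of their changes. Over all alternatives the adjusted p ranged from 0.00125 to 0.653 for USP15, from 0.00231 to 0.709 for YWHAH, from 0.00432 to 0.525 for LETMD1, from 0.00642 to 0.782 for ENSSSCG00000032554 and from 5.95e-07 to 0.423 for ENSSSCG00000005184.

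Grouping by chance was tested by refitting other splits of the 6 libraries. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave as many genes with an adjusted p below 0.05. The other 3 gave 0 genes, with 229 to 606 genes at an unadjusted p below 0.05, against 553 in the real split. The 6 splits that part a single pair gave 0 or 1 gene. A design of 3 against 3 cannot bring this share under 0.05, so the splits alone do not tell an effect of the injection from a chance difference between the libraries. With the replicate number as a block, all 5 genes passed, with adjusted p values from 5.95e-07 to 0.0122. The GC explanation was not tested for the 2 genes without a RefSeq match.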

How the results depend on the processing

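The count of genes past both thresholds was 15, and 4 higher and 11 lower. It was 15 with a pseudocount of 0.1, without a filter and with a mean of at least 100, 14 with TMM-like rescaling and with quantile normalization, 12 with a pseudocount of 10 and 17 with the replicate block. It ranged from 10 to 14 across the 6 fits that each left out one library. The count past the adjusted p alone was 19. It was 26 with the replicate block, and ranged from 11 to 19 across the fits that left out one library. Without the variance trend both counts were 0, with 622 genes at an unadjusted p below 0.05. In the corrections added after seeing the data, 36 genes passed the adjusted p with the GC and length correction, 17 higher and 19 lower. With the replicate block and that correction 48 passed, 22 higher and 26 lower. In each of these lists, 17 genes were among the 19 of the main fit. Both fits tested only the 9767 genes with a RefSeq match. The rest of the 19, ENSSSCG00000005184 and ENSSSCG00000032554, had none and could not be called. With the robust empirical Bayes step, also added later, 15 passed. The cause of the other differences was not tested. Of the 4 splits of the libraries that part all same-numbered pairs, 1, the real one, gave as many genes past both thresholds, and 1 gave as many past the adjusted p. The smallest share that all 10 splits allow is 0.1, so a difference by chance between the libraries cannot be excluded by the splits. Of all 10 splits, 5 had more genes at an unadjusted p below 0.05 than the real one, up to 1047.

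Among the genes of the heatmap, 21 kept the direction of Fig. 6B in each setting in which they were tested, and 15 were tested at a mean of at least 100. Past the adjusted p were 14, with 15 under the replicate block, 9 to 12 when one library was left out, and 0 without the variance trend.

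SIN3A and CCNB1 were lower in KD in every setting run. The log2 fold change of SIN3A ranged from -4.20 to -3.22 and that of CCNB1 from -2.57 to -1.99 when one library was left out. Without the variance trend, where the log2 fold changes are the same, -3.81 and -2.37, both had an adjusted p of 0.423. With the robust empirical Bayes step the adjusted p was 0.469 for SIN3A at -3.81 and 0.439 for CCNB1 at -2.37. The cause was not tested. Over all alternatives the adjusted p ranged from 3.19e-11 to 0.469 for SIN3A and from 1.49e-09 to 0.439 for CCNB1. HDAC1 had a log2 fold change of 0.11 to 0.22 and HDAC2 one of -0.37 to -0.17 when one library was left out, and neither passed an adjusted p of 0.05 in any setting. The SIN3A level remaining in KD was 8.22% and ranged from 6.29% to 10.8% when one library was left out. It was 7.10% as a ratio of geometric means and 8.22% with TMM-like rescaling.

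For 39 other genes, 651 comparisons with an alternative were made: 558 unchanged in direction and side of the threshold, 64 weaker, 3 stronger and 26 reversed. The genes that reversed all had small changes. When one library was left out, the log2 fold change ranged from -0.20 to 0.12 for H2AFZ, from -0.017 to 0.18 for SIN3B, from -0.18 to 0.095 for SAP18, from -0.10 to 0.011 for SAP30, from -0.070 to 0.0061 for SAP130, from -0.18 to 0.18 for ARID4A, from -0.14 to 0.17 for ARID4B, from -0.11 to 0.041 for RBBP4, from -0.15 to 0.0031 for RBBP7, from -0.14 to 0.19 for ING2, from -0.13 to 0.40 for TET1 and from -0.025 to 0.10 for CCNB2. With the GC and length correction, with or without the replicate block, H2AFZ was at 0.016, SAP30 at 0.032, ARID4A at 0.036 and RBBP4 at 0.012. The cause was not tested. The 10 genes past the adjusted p in every fit that left out one library were SIN3A, CCNB1, WDR47, LIMA1, VCP, CTDSP2, TWF1, SS18, SRPK1 and ENSSSCG00000005184.

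The difference of the median log2 fold change between genes with and without a seed match was -0.0116, and was -0.0023 with a 6-base match, -0.0123 with any 3' UTR and -0.0144 at a mean of at least 100. DESeq2 on counts, planned where the table held counts, was not run. Rescaling by median ratios was not run, since all 6 libraries have the same median ratio and it cannot move a result. An estimated depth of 7800000 to 15800000 reads limits the genes with low values most, and IL18R1 and IL1RL1 had 0 in a library.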

Differences from the paper's values

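The paper's text gives 14 genes as higher in KD, against 4 here past the same thresholds by limma. None of the alternatives set before the data were examined reached it, and their counts of higher genes were 0 to 5. Fig. 6B shows about 9 genes higher in KD, read by eye, against 4 here, and none of those alternatives came within 1.5 times of it. For lower genes, the paper's text gives 9 and Fig. 6B shows about 14, read by eye, against 11 here. No setting run here had 7 of the heatmap genes, IL18R1, PSTPIP2, IPO5, SKA2, PAPSS2, HS3ST6 and IL1RL1, past the adjusted p at once, and the replicate block called IPO5, as did the block with the GC and length correction, which was chosen after seeing the values.

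The directions in the paper's text and in Fig. 6B differ. The text gives more genes higher than lower in KD, and the heatmap draws more genes lower than higher. The values here had 11 genes lower and 4 higher, and all 21 heatmap genes found by name changed as the heatmap draws them. For the reduction of SIN3A mRNA the paper's text gives 80%, and the values here gave 91.8%, or 89.2% to 93.7% when one library was left out.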

Other observations

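The tests of seed matches, of the fewest mismatches to any siRNA and of polyadenylation elements were written before their results were seen. The test of siRNA 3 alone, its repeat outside Fig. 6B, the splits of the seed difference, the order of the KD replicates and the sum of IL18R1 and IL1RL1 were chosen after results were seen.

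The lower genes of Fig. 6B may include off-targets of siRNA 3. For 13 lower genes other than SIN3A, the mean of the fewest mismatches to any of the 3 siRNAs was 5.231, against 6.354 in random lists matched on transcript length, and 0 of 10000 lists had a mean as low. By siRNA, 7 of the 13 had a stretch with at most 5 mismatches to the 19 bases of siRNA 3, against 0.49 on average in random lists. For siRNA 1 there were 0 and for siRNA 2 there was 1, WDR47. Of 1000 shuffles of siRNA 3, 0 gave as many, and the highest number was 5. The 7 genes were VCP, LIMA1, CTDSP2, CNOT6, TMEM14A, EWSR1 and SPRTN, and they were 7 of the 11 lower genes other than SIN3A past an adjusted p of 0.05. SPRTN had 3 mismatches, LIMA1, CNOT6 and EWSR1 had 4, and VCP had 5 with a run of 12 matching bases. The LIMA1 site CCCAGGTCCTGAGGTCTGC lies on chromosome 5 of Sscrofa11.1 from 16095072 to 16095090 in coding exon 7. The SPRTN site CCAATGCCCTAAGATCTAA lies on chromosome 14 from 59178614 to 59178632 in coding exon 5. None of the 7 higher genes with a RefSeq match had such a stretch for siRNA 3. For siRNA 2 there were 0 higher genes. For siRNA 1 there was 1, SKA2, which had 4 mismatches and rose.

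A repeat outside Fig. 6B used the genes with an unadjusted p below 0.01 by limma. With no adjustment for the 9766 genes compared, many of the genes in this list may be there by chance. Of 58 lower genes, 11 (19.0%) had at most 5 mismatches to siRNA 3, against 3.26 on average in random lists, and 0.02% of random lists had as many, as did 0% of the 1000 shuffles. Of 39 higher genes, 5 (12.8%) had such a stretch. For these, 7.89% of random lists and 4.0% of shuffles had as many, so the higher genes also lean that way, and whether the lower genes differ from the higher was not tested. A partial match alone does not set a fall: 534 of 9766 genes (5.5%) have one, and their median log2 fold change was 0.0068, against 0.0040 for the other genes. CCNB1 has 8 mismatches to siRNA 3, where the median of genes is 7, so this explanation was not seen for CCNB1. No seed match was found in the CCNB1 mRNA. However, VCP, LIMA1, CTDSP2, CNOT6, TMEM14A and EWSR1 also had 0 seed matches to siRNA 3 in their mRNA, and SPRTN had 1. The lack of a seed match therefore does not set CCNB1 apart from most of the 7 genes. Only the longest RefSeq mRNA was searched, and no library with a single siRNA was analysed here. Partial matches to siRNA 3 therefore remain a candidate explanation for 7 lower genes, beside an effect of the loss of SIN3A.

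Seed matches could act on many transcripts by a small amount. Of 9572 genes, 2888 had a seed match in the 3' UTR, and their median log2 fold change differed by -0.0116 from the others. Of 1000 sets of 7-base sequences matched on GC content and number of sites, 1.0% gave a difference as low. For the single siRNAs, the difference was -0.0168 for siRNA 1, with 13.3% of sets as low, and -0.0274 for siRNA 3, with 2.4%. For siRNA 2 it was 0.0028, with 7.3% of sets as low. The siRNA 2 difference was thus positive in sign but toward the low end of its matched sets. The sense strands gave 0.0004. However, all 4 splits of the libraries that part the same-numbered pairs gave a difference as large in size, as did 6 of all 10 splits, so the difference cannot be told apart from one by chance. Among 12 lower genes of Fig. 6B with a 3' UTR, 4 had a seed match (33.3%), against 3 of 7 higher genes (42.9%) and 30.2% of all genes.

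Among the 13 lower genes of Fig. 6B other than SIN3A, 10 had their lowest KD value in KD replicate 2, which also had the least SIN3A and the highest estimated depth. Random lists matched on expression had 4.21 such genes on average, and 0.2% had as many as 10, so a shift of the whole library was not borne out. Of 7 higher genes, 3 had their lowest KD value there. The full order of SIN3A in the KD replicates, 2, 1, 3 from the lowest, was found in 9 of the 13 lower genes, and this count was not compared with random lists. A different amount of siRNA in the replicates may give this order, and it would do so for downstream genes and off-targets alike. The amount was not measured in these libraries.

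IL18R1 fell and IL1RL1 rose, and they are 23790 bases apart on chromosome 3. Their summed value was 26.5 ± 13.1 (SD, n = 3) in NC and 30.8 ± 1.92 (SD, n = 3) in KD embryos (exact permutation test, two-sided p = 0.9, the smallest possible being 0.1). Reads divided differently between neighbours could give this pattern, and with 3 replicates it cannot be told apart from a change of both genes.

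Falls of maternal transcripts through cytoplasmic polyadenylation were tested by an element in the last 100 bases of the longest 3' UTR of a gene. CCNB1 has one. The 1917 genes with one had a median log2 fold change 0.0053 higher than the others, and 98.4% of 63 sequences of A and T of the same length gave a difference as low, so this explanation was not borne out for the genes as a group.

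Of the subunits of the SIN3 and HDAC complex other than SIN3A, HDAC1 and HDAC2, none passed an adjusted p of 0.05. SUDS3 was nearest, with a log2 fold change of 0.28 (standard error 0.09, unadjusted p = 0.00534, adjusted p = 0.679 from limma, 0.0641 when adjusted over these subunits alone). It was higher in 3 of 3 KD libraries than in every NC library. With the replicate block and the GC and length correction, added after seeing the data, its adjusted p was 0.0329, and over all alternatives it ranged from 0.0329 to 1. H2AFZ, the reference gene of the qPCR, had 138 ± 33.0 in NC and 130 ± 15.6 in KD embryos (SD, n = 3 each), a log2 fold change of -0.06.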
